A study of Homo sapiens with 20 samples. Its data were reported in "BHLHE40/41 regulate microglia and peripheral macrophage responses associated with Alzheimer’s disease and other disorders of lipid-rich tissues" (2024).

How the data were processed

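Bulk RNA-seq was measured in human induced pluripotent stem cell (iPSC)-derived microglia (iMGLs) of 4 genotypes. They were the unedited parental WTC11 line (WT), a BHLHE40 knockout (40KO), a BHLHE41 knockout (41KO) and a double knockout (DKO), with 5 libraries each. Per the study's methods, CRISPR/Cas9 with a repair template placed a premature stop codon in the DNA-binding domain of each gene, and a single clone per genotype was used. Cells were harvested after hematopoietic induction and maturation with IL34, TGFβ and MCSF, with CX3CL1 and CD200 added before the harvest. Libraries were made with the TruSeq RNA Sample Prep Kit v2, which does not mark the strand, so reads of overlapping or antisense genes cannot be separated.

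The authors' processing notes name FastQC 0.11.8, cutadapt 2.6 and STAR 2.5.3a and the genome build hg38. The tool that quantified genes and its annotation are not given in the sources used here. Per library, the deposited file gives each of 57965 genes an estimated count, a TPM value (an abundance scaled by the authors for length and depth) and an effective length. The estimated count need not be whole and was rounded to a whole number before testing. The deposited TPM values were used only as a check on the targeted genes, as log2(TPM + 1). Reads shared between near-identical genes are divided by the quantifier, so the counts of close paralogs are uncertain. Genes of the Y chromosome and XIST are not reported.

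Total counts per library ranged from 18634140 to 22634374, and the 16668 genes that passed the edgeR expression filter held 99.9% of them. Within genotypes, 40 pairs of libraries were compared with a chi-square over genes. The smallest chi-square per degree of freedom was 14.9, so no library was a repeat of another of its genotype within sampling noise. Pairs between genotypes were not compared.

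Differential expression used edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr on genotype, robust quasi-likelihood fits over all 20 libraries with genotype and differentiation as terms, and Benjamini-Hochberg adjustment over genes, with an adjusted p of 0.05 as the threshold. The 6 comparisons were 40KO, 41KO and DKO against WT, DKO against 40KO, DKO against 41KO, and the interaction, which is the departure of DKO from the sum of both single knockouts on the log2 scale. Log2 fold changes are given with their standard errors (SE). Per-library levels are log2 CPM, counts scaled to the library size, with a prior count of 2. The study used a mixed model for repeated measures that is not installed here, and limma 3.58.1 (voom, differentiation as a random effect) was run as an alternative. Its estimated correlation between libraries of a differentiation was 0.163.

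The replicate number was taken to pair the libraries because the labels give the genotypes of each of the 5 independent differentiations a shared experiment number. As a check, deviations from the genotype means correlated at a mean r across genes of 0.133 for 30 pairs with the same number and -0.032 for 120 pairs with different numbers. Among knockout libraries the mean was 0.267, and 11 of 15 pairs exceeded 0.1. Between WT and knockout libraries it was -0.0005, and 5 of 15 pairs exceeded 0.1. These correlations leave open whether the WT numbers are those of their differentiations. A fit with no replicate block is therefore of use among the alternatives. The design, lists, alternatives and rule for named genes were fixed before the data were examined.

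Genes were named by rule: for each knockout against WT, the 10 highest and 10 lowest log2 fold changes among genes past the threshold with a mean of at least 1 log2 CPM and the same sign in all 5 differentiations, and 5 and 5 for the other comparisons. Clone names were left out. To these were added the targeted genes, the 11 genes the study measured by RT-qPCR, its 11 candidate transcription factors, and up to 4 members of each list (the smallest p among those past the threshold, otherwise the largest change). Not all genes so selected are printed.

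Enrichment used fgsea 1.28.0 (10000 permutations of genes, lists with at least 5 measured members) on the signed square root of the F statistic, adjusted over lists within a comparison. Results are normalized enrichment scores (NES). Permuting genes ignores the correlation between genes of a list, so camera in limma was run beside it with a preset correlation of 0.01 and with an estimated one. Of 43 lists, 42 could be tested. From other studies, as listed by the study, came genes higher and lower in iMGL clusters 2 and 8 after exposure to brain phagocytic substrates, in amyloid-associated microglia (cluster 10), in lipid-associated macrophages (LAM) and in xenografted iMGLs of the disease-associated (DAM) cluster, and a foamy macrophage list. These are called DLAM lists (disease- and lipid-associated macrophages or microglia). From the study came the RT-qPCR genes and candidate factors, which it chose itself, the former measured by it in the same knockout lines. From textbook knowledge came lysosome, LXR targets, MiT/TFE and LXR factors, cholesterol synthesis, lipid droplet, phagocytosis receptors, class II antigen presentation, interferon response, inflammatory cytokines, immediate early and stress genes, cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes, unfolded protein response and ATF4, glycolysis and hypoxia, cell cycle, circadian clock, homeostatic microglia, core DAM genes and Alzheimer's disease risk genes. Markers of other cells covered monocytes, dendritic cells, osteoclasts, granulocytes and mast cells, hematopoietic progenitors, erythroid cells and megakaryocytes, endothelium, fibroblasts and mural cells, neural cells and pluripotent cells.

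The fibroblast and mural score of a library is the mean deviation, over 18 measured markers, of its log2 CPM from the mean of all libraries. Comparisons of knockouts with the same WT libraries share their chance values, so correlations between them are given beside 50 simulations of unchanged groups, and beside differentiations that do not overlap. These correlations were taken on mean log2 CPM differences within differentiations, not on fitted log2 fold changes.

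Alternatives were no replicate block, DESeq2 size factors, no or a stricter low-count filter (1 CPM in at least 5 libraries), DESeq2 1.42.0, limma, an offset from the effective lengths, the libraries of the compared groups alone, and leaving out each replicate or library. Added after the data were seen were the fibroblast score as a covariate and fits without the 4 libraries with the highest score or without WT replicates 4 and 5.

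The model fits and list tests were tested on simulated data, and results are given here for the edgeR fit only. The shares describe the simulated genes and need not hold for genes with few counts. In DKO against WT, edgeR recovered 25.4% of genes changed by 0.5 on the log2 scale, 76.1% at 1 and 92.4% at 2, and called 7 unchanged genes. In the unchanged 40KO against WT it called 0.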

Results

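RNA of iMGLs from 5 independent differentiations was sequenced for each of WT, 40KO, 41KO and DKO, giving 20 libraries. Total estimated counts per library were 18728501 to 21170940 in WT, 18634140 to 20066864 in 40KO, 19239965 to 22634374 in 41KO and 19318740 to 22496772 in DKO. Each library had 15007 to 16670 genes with at least 10 counts. Mitochondrially encoded genes held 3.49 to 5.44% of counts and the 10 most abundant genes 8.33 to 10.9%. BHLHE40 and BHLHE41 encode paralogous basic helix-loop-helix repressors of transcription, and the design asked how the loss of either or both changed the transcriptome of microglia, in particular genes of DLAM states. Because a single clone represented each genotype, differences between clones and between genotypes coincide in every comparison. All log2 fold changes rest on n = 5 libraries per genotype.

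The transcripts of the targeted genes remained detectable in the knockout lines, where the edits place a stop codon and do not remove the gene. BHLHE40 (ENSG00000134107.4, GRCh38.p14 chromosome 3, 4979437 to 4985323) stood at 6.19 ± 0.63 log2 CPM (SD) in WT, 5.53 ± 0.43 in 40KO, 6.09 ± 0.11 in 41KO and 5.65 ± 0.44 in DKO. Its log2 fold change was -0.68 in 40KO (SE 0.22, adjusted p = 0.312, lower in 4 of 5 differentiations) and -0.56 in DKO (SE 0.22, adjusted p = 0.0979, lower in 5 of 5). BHLHE41 (ENSG00000123095.5, chromosome 12, 26120030 to 26125037) stood at 8.20 ± 0.29 log2 CPM in WT, 8.20 ± 0.31 in 40KO, 8.56 ± 0.25 in 41KO and 8.03 ± 0.33 in DKO. Its log2 fold change was 0.36 in 41KO (SE 0.17, adjusted p = 0.248, higher in 5 of 5 differentiations) and -0.14 in DKO (SE 0.17, adjusted p = 0.643). Exact two-sided sign-flip tests of the differences within differentiations gave p = 0.125 and 0.0625 for BHLHE40 in 40KO and DKO, and p = 0.0625 and 0.688 for BHLHE41 in 41KO and DKO, where 0.0625 is the smallest p that 5 pairs allow. On the scale of log2(TPM + 1), the mean difference was -0.66 for BHLHE40 in 40KO and -0.53 in DKO, and 0.07 for BHLHE41 in 41KO and -0.34 in DKO. Transcript levels in these files therefore do not check the genotype labels. The study reported loss of the proteins in the matching iMGLs by western blot.

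**Figure D1:**
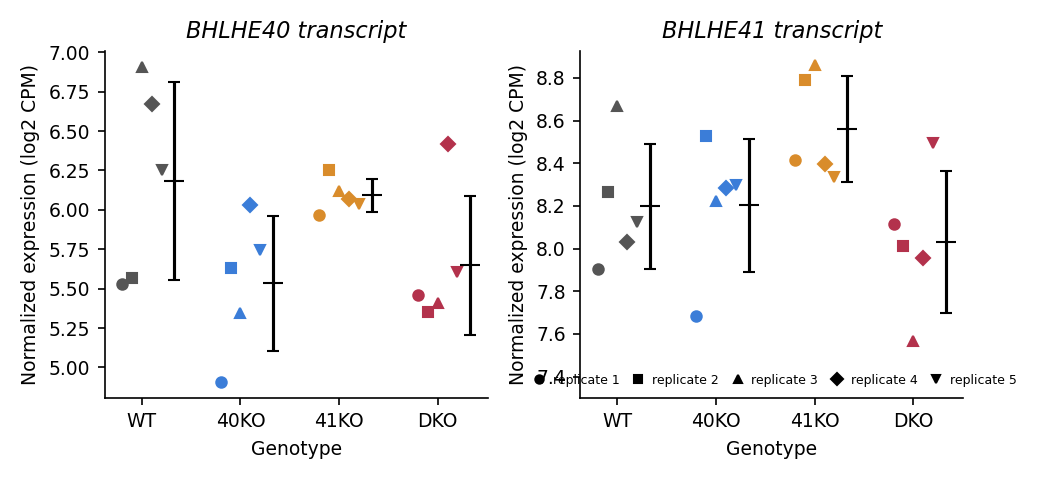
Log2 CPM of BHLHE40 and BHLHE41 in each library by genotype, with the mean and SD of 5 libraries. BHLHE40 averaged 6.19 in WT and 5.53 in 40KO, and BHLHE41 averaged 8.20 in WT and 8.56 in 41KO.

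The comparison of 40KO with WT asked which genes respond to the loss of BHLHE40 alone. Genes of neurons led the higher side: NEFM and NEFL, subunits of neuronal intermediate filaments, rose by 6.39 (SE 0.48) and 4.41 (SE 0.54) on the log2 scale, MAPT, which encodes tau, by 3.06 (SE 0.24), and SYP, a synaptic vesicle protein, by 1.36 (SE 0.16). RNASE1, a secreted ribonuclease, rose by 2.00 (SE 0.24, adjusted p = 0.000308) and TRIM4, a ubiquitin ligase, by 1.73 (SE 0.20). On the lower side, CEBPZOS fell by 4.19 (SE 0.16, adjusted p = 8.37e-10), SYT11, a regulator of vesicle traffic, fell by 3.02 (SE 0.24), MAP3K13, a kinase of the JNK pathway, fell by 1.40 (SE 0.15), and UBLCP1, a phosphatase, fell by 0.96 (SE 0.08).

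Several of the neuronal transcripts were nearly absent from WT and had few counts in the knockout lines. NEFM had 0 to 5 counts per WT library and 107 to 132 per 40KO library, and DCX, a marker of young neurons, 0 to 4 and 42 to 53. ELAVL3, an RNA-binding protein of neurons, had 0 counts in 5 WT libraries and 9 to 20 in 40KO, and STMN2, a neuronal tubulin regulator, at most 1 and 63 to 77. Others had counts in every WT library, with 7 to 18 for MAPT and 16 to 37 for NNAT. INA had 0 to 41 per WT library, and a single library held 41 of its 49 WT counts. Of the 118 genes higher in 40KO, 91 rose by more than 1 on the log2 scale in all 3 knockout lines, RNASE1, which is not a neuronal gene, among them. The fitted median of these 91 genes was 3.71 in 40KO, 3.44 in 41KO and 3.73 in DKO, and 3.71, 3.34 and 3.68 with the 5 genes without WT counts set to a floor of 3 counts over the group. The neural marker list was enriched on the higher side in 40KO (NES 2.21, 3 of 10 members higher, 6 adjusted over the list alone, adjusted p = 0.00362 with an estimated correlation).

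Among the DLAM lists, the amyloid-associated (NES -1.91), cluster 8 (NES -1.70), LAM (NES -1.37, adjusted p = 0.0139) and xenograft DAM (NES -1.73) genes that rise in those states lay on the lower side in 40KO, as did the genes that fall in cluster 2 (NES -1.39, adjusted p = 0.0349), all at adjusted p = 0.977 with an estimated correlation. At most 2 members of any of these lists passed the threshold. Genes of the interferon response (NES -2.26), cytosolic ribosomal proteins (NES -1.87), cholesterol synthesis (NES -1.88) and the cell cycle (NES -1.75) lay on the lower side, and those of oxidative phosphorylation (NES 1.92) and dendritic cells (NES 1.76) on the higher side, with 0 members past the threshold in edgeR. With an estimated correlation the adjusted p was 0.677 for the interferon list and 0.977 for the other lists of this kind. Of these lists, only cholesterol synthesis was tested again without each replicate. Among the 40KO libraries, replicate 1 stood apart as the highest for the oxidative phosphorylation genes NDUFA1 and NDUFA13. Directions turned positive without replicate 4 for the amyloid-associated (NES 1.63), cluster 8 (NES 2.23), LAM (NES 1.72) and xenograft DAM (NES 1.64) lists, without replicate 3 for the LAM list (NES 0.81) and the cluster 2 list (NES 1.17), and without replicate 2 for the cluster 2 list (NES 1.00) and cholesterol synthesis (NES 0.54). Calls were lost without replicate 1 for the amyloid-associated list (NES -1.22), without replicate 3 for the xenograft DAM list (NES -1.41) and without replicate 5 for cholesterol synthesis (NES -1.47).

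In total 142 of 16668 genes passed the threshold in 40KO, 118 higher and 24 lower, and 27 of the higher genes were not among the 91 above 1 in all 3 lines. A stricter low-count filter gave 84 genes and a fit of the compared groups alone 15. Leaving out WT replicate 5 gave 223.

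**Figure D2:**
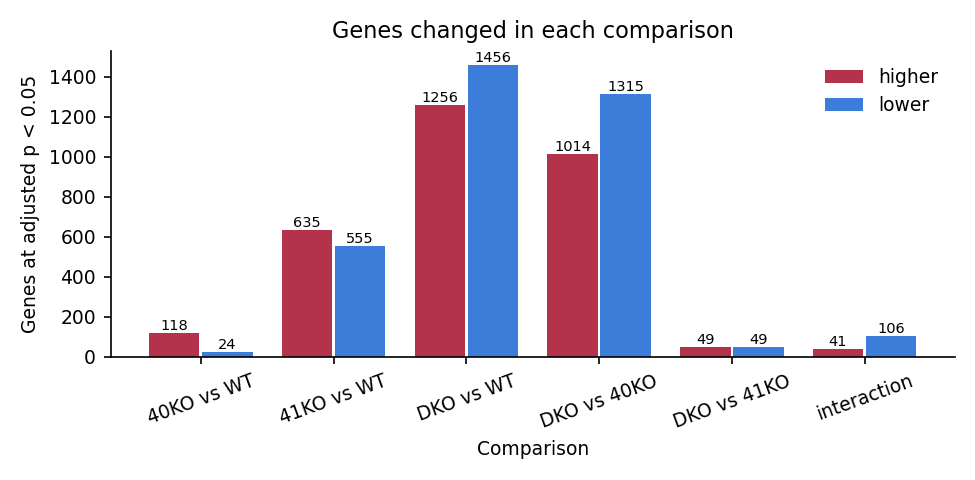
Genes past the threshold in each of the 6 comparisons, as bars from 0 for higher and lower genes. DKO against WT had 1256 higher and 1456 lower genes, and 40KO against WT 118 higher and 24 lower.

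The comparison of 41KO with WT asked the same of BHLHE41. HMGA2 and IGF2BP2, an architectural chromatin protein and an RNA-binding protein of fetal tissue, rose by 3.41 (SE 0.51, adjusted p = 0.00119) and 2.51 (SE 0.39) on the log2 scale, and RNASE1 by 2.61 (SE 0.24). COLEC12, a scavenger receptor, rose by 2.38 (SE 0.32), MRC1, the mannose receptor, by 1.34 (SE 0.17), FCGRT by 0.88 (SE 0.08) and FCGR2A, an antibody receptor, by 0.63 (SE 0.11). CEBPB, a transcription factor of inflamed myeloid cells, rose by 1.14 (SE 0.12), ANXA6, a membrane-binding annexin, by 1.68 (SE 0.14), and TYROBP, the adaptor of TREM2, by 0.46 (SE 0.07). PELI2, a ubiquitin ligase of Toll-like receptor signalling, fell by 2.67 (SE 0.33, adjusted p = 0.000196), FYN, a Src family kinase, fell by 1.95 (SE 0.36), IFIT2, an interferon-induced gene, fell by 1.94 (SE 0.29), OLR1, the receptor of oxidized lipoprotein, fell by 1.47 (SE 0.17), and RGS1, which dampens chemokine receptors, fell by 0.57 (SE 0.09).

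Phagocytosis receptors lay on the higher side (NES 1.69, 5 of 31 members higher and 1 lower, adjusted p = 0.900 with an estimated correlation), including MRC1 and FCGR2A. Oxidative phosphorylation lay on the higher side (NES 2.44, 7 of 76 higher, 12 adjusted over the list alone), as did cholesterol synthesis (NES 2.07, 0 of 25 past the threshold, a call lost without replicate 4 at NES 1.54) and monocyte markers (NES 1.82, 2 of 14 higher, LYZ by 0.63 with SE 0.12). Cytosolic ribosomal protein genes lay lower (NES -3.05, 17 of 77 lower, 53 adjusted over the list alone). Interferon response (NES -1.79, 7 of 34 lower and 1 higher), inflammatory cytokine (NES -1.70, 3 of 28 lower), mitochondrially encoded (NES -1.77, 3 of 13 lower) and class II antigen presentation genes (NES -1.66, 2 of 15 lower) lay on the lower side. With an estimated correlation the adjusted p was 0.995 for cholesterol synthesis, 0.904 for oxidative phosphorylation and 0.900 for the others. HLA-DOA, a class II chaperone, fell by 1.64 (SE 0.36), a call that was lost without 41KO replicate 4. Neural markers lay higher (NES 1.94, 3 of 10 higher, adjusted p = 0.0638 with an estimated correlation), and NEFM, which is not in that list, had 108 to 148 counts per 41KO library.

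The DLAM lists did not move one way in 41KO. Rising cluster 2 genes lay on the higher side (NES 1.45, 30 of 303 higher and 13 lower), and genes that fall in LAM on the lower side (NES -1.58, 11 of 107 lower and 6 higher). Genes that rise in cluster 8 (NES -2.06, 18 of 248 lower and 5 higher), in amyloid-associated microglia (NES -1.78, 31 of 431 lower and 19 higher) and in xenograft DAM (NES -2.68, 21 of 93 lower and 1 higher) lay on the lower side, and those that fall in xenograft DAM on the higher side (10 of 81 higher and 4 lower, adjusted p = 0.0408, mean log2 fold change 0.07). With an estimated correlation the adjusted p was 0.900 for the xenograft lists and the genes that fall in LAM, and 0.995 for the others. The genes that rise in LAM did not pass (NES 1.18, adjusted p = 0.138, mean log2 fold change -0.03), nor did those that fall in cluster 2 (NES -1.27, median log2 fold change 0.02). Without replicate 4 the cluster 8 list (NES 1.27) and the amyloid-associated list (NES 1.34) turned positive. The cluster 2 call was lost without replicate 3 (NES 1.11) or 5 (NES 1.08), the LAM call without replicate 3 (NES -1.39) and the call of falling xenograft DAM genes without replicate 3, 4 or 5 (NES 1.31, 1.47 and 1.15).

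In total 1190 genes passed in 41KO, 635 higher and 555 lower, and 764 with no replicate block. The count was 672 without 41KO replicate 2, 641 without 41KO replicate 4, and 125 in a fit of the compared groups alone.

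The comparison of DKO with WT asked what the loss of both repressors changes. RNASE1 rose by 4.59 (SE 0.25, adjusted p = 7.96e-08) on the log2 scale, GFRA2, a GDNF family receptor, by 4.30 (SE 0.40), BMP2, a growth factor, by 4.12 (SE 0.76), ABCB1, a drug efflux pump, by 3.98 (SE 0.66) and COLEC12 by 3.21 (SE 0.33). MRC1 rose by 2.03 (SE 0.18), the monocyte lectin FCN1 by 2.36 (SE 0.44), CEBPB by 1.11 (SE 0.12) and SMYD3, a methyltransferase, by 1.70 (SE 0.10). CAT, which encodes catalase, fell by 3.77 (SE 0.21, adjusted p = 7.96e-08), SCIN, an actin-severing protein, fell by 3.52 (SE 0.68), RUNX2, a transcription factor, fell by 3.10 (SE 0.57), CSF1, a ligand of the receptor on which microglia depend, fell by 2.42 (SE 0.44), and OLR1 fell by 2.16 (SE 0.18). P2RY12, a purine receptor of homeostatic microglia, fell by 1.38 (SE 0.17), and ITGAX, which marks DAM in mouse, fell by 1.17 (SE 0.13).

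Lysosomal genes lay on the higher side (NES 2.15, 9 of 68 higher and 0 lower, 8 adjusted over the list alone, adjusted p = 0.912 with an estimated correlation). FUCA1, a fucosidase, rose by 1.20 (SE 0.20), CTSK, a cathepsin, by 1.25 (SE 0.27) and OSTM1, a subunit of a lysosomal chloride transporter, by 0.59 (SE 0.13). Among factors that control these genes, TFEB fell by 0.37 (SE 0.09) and TFE3 rose by 0.29 (SE 0.07). Phagocytosis receptors lay higher (NES 2.11, 14 of 31 higher and 2 lower, adjusted p = 0.487 with an estimated correlation), with FCGR2A up by 0.82 (SE 0.11). The genes of the unfolded protein response lay higher (NES 1.75, 6 of 20 higher and 1 lower, adjusted p = 0.527 with an estimated correlation), with HSPA5, a chaperone, up by 0.41 (SE 0.09). Oxidative phosphorylation lay on the higher side (NES 2.66, 16 of 76 higher and 0 lower, adjusted p = 0.786 with an estimated correlation), including UQCR10 and NDUFA1, as did cholesterol synthesis (NES 1.81, 0 of 25 past the threshold, adjusted p = 0.912 with an estimated correlation).

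Class II antigen presentation lay on the lower side in DKO (NES -1.97, 9 of 15 lower and 1 higher, 12 lower adjusted over the list alone, adjusted p = 0.630 with an estimated correlation). HLA-DOA fell by 3.03 (SE 0.38), HLA-DMA fell by 1.05 (SE 0.16) and CIITA, the master activator of the class, fell by 1.56 (SE 0.30). Interferon response genes lay lower (NES -1.77, 11 of 34 lower and 2 higher, adjusted p = 0.527 with an estimated correlation), with IFIT2 at -2.03 (SE 0.29) and OAS1 at -1.16 (SE 0.16). Inflammatory cytokines (NES -1.92, 5 of 28 lower, adjusted p = 0.631 with an estimated correlation), including CCL22, and immediate early and stress genes (NES -1.83, 11 of 27 lower and 4 higher, adjusted p = 0.527 with an estimated correlation), including DUSP1, also lay lower. Of the cytosolic ribosomal protein genes, 68 of 77 were lower and 77 adjusted over the list alone (NES -3.35, median log2 fold change -0.38, adjusted p = 0.527 with an estimated correlation). RPS14 fell by 0.55 (SE 0.08).

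Of the DLAM lists in DKO, the genes that rise in cluster 2 had the highest score (NES 2.52, 77 of 303 higher and 14 lower, 95 and 17 adjusted over the list alone, adjusted p = 0.815 with an estimated correlation), including RNASE1, and those that fall lay lower (NES -2.14, 60 of 259 lower and 9 higher). The rising LAM genes lay higher (NES 1.57, 59 of 415 higher and 32 lower, 63 and 37 adjusted over the list alone) and genes that fall lay lower (NES -1.92, 34 of 107 lower and 10 higher, adjusted p = 0.527 with an estimated correlation). Genes that fall in cluster 8 (NES -1.95, 74 of 303 lower and 27 higher) and in amyloid-associated microglia (NES -1.80, 66 of 324 lower and 29 higher) lay lower. With an estimated correlation the adjusted p was 0.912 for the falling genes of clusters 2 and 8 and of amyloid-associated microglia and for the rising LAM genes. The foamy macrophage list lay higher (NES 1.59, 2 of 29 higher, adjusted p = 0.0405, and 0.611 with an estimated correlation). The LAM call was lost without replicate 2 (NES 1.21) or 5 (NES 0.99) and the foamy call without replicate 2 (NES 1.28).

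Genes that rise in cluster 8 did not pass in DKO (NES -1.05, adjusted p = 0.458), nor did those that rise in amyloid-associated microglia (NES 1.10, adjusted p = 0.251, median log2 fold change -0.06). Without replicate 4 the cluster 8 list turned to 2.02, and without replicate 2 the amyloid-associated list turned to -1.31. Xenograft DAM genes went the opposite way: those that rise lay lower (NES -2.54, 34 of 93 lower and 2 higher, adjusted p = 0.631 with an estimated correlation) and those that fall lay higher (NES 1.47, 17 of 81 higher and 9 lower, adjusted p = 0.0408, and 0.786 with an estimated correlation). The latter call was lost without replicate 3 (NES 1.33) or 5 (NES 1.25).

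**Figure D3:**
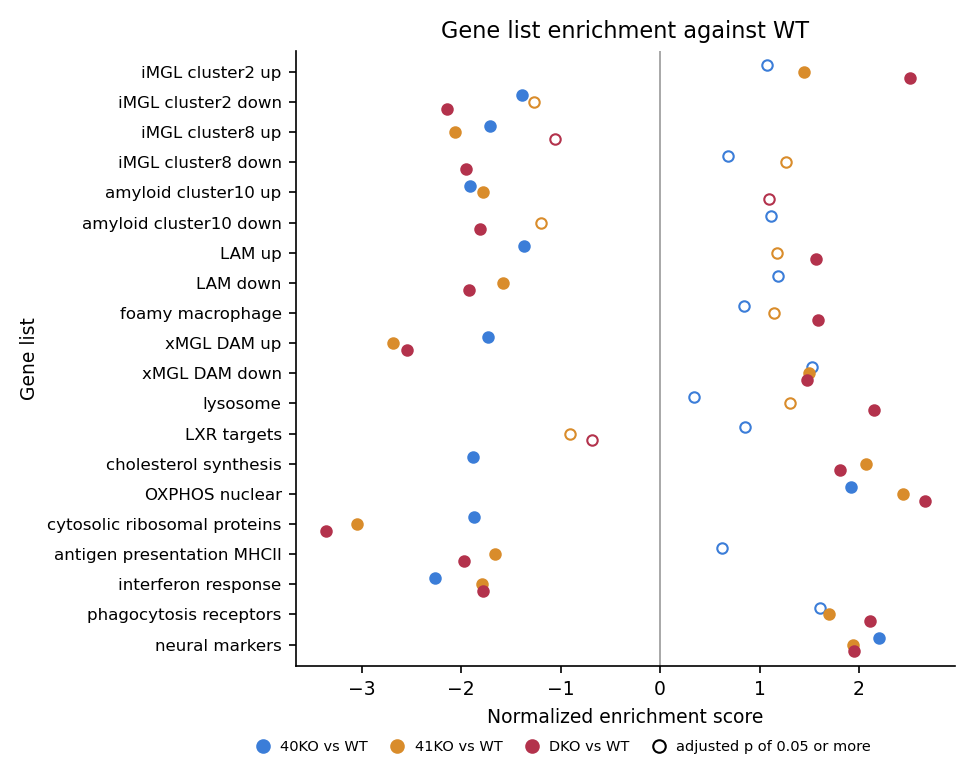
NES of 20 gene lists in 40KO, 41KO and DKO against WT, with open circles where the adjusted p did not pass the threshold. The cluster 2 genes that rise reached 2.52 in DKO and cytosolic ribosomal proteins -3.35.

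The RT-qPCR list was chosen and measured by the study in the same lines and is not independent evidence. In DKO 1 of its 11 genes passed and 0 adjusted over the list alone (NES 1.03, adjusted p = 0.503). CTSZ, a cathepsin, rose by 0.43 (SE 0.13, adjusted p = 0.0376), a call lost without WT replicate 1, 2, 3 or 5, without 40KO replicate 3 or 5, without 41KO replicate 2, or without DKO replicate 2, 3, 4 or 5. ABCA1, a cholesterol exporter, was at 0.99 (SE 0.62, adjusted p = 0.32), CLU at 1.36 (SE 0.75, adjusted p = 0.252) and APOE at -1.12 (SE 0.64, adjusted p = 0.274), none past the threshold. LXR targets did not pass (NES -0.685, adjusted p = 0.889, median log2 fold change 0.22, mean -0.01). Of the 11 candidate factors, 3 were lower and 0 higher, 4 lower adjusted over the list alone (NES -1.54, adjusted p = 0.081), with POU2F2 at -0.91 (SE 0.11) and JUNB at -0.75 (SE 0.14).

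In total 2712 genes passed in DKO, 1256 higher and 1456 lower, and 2402 had the same direction in all 5 differentiations. A fit of the compared groups alone gave 1302. Neural markers lay higher (NES 1.95, 4 of 10 higher, adjusted p = 0.0381 with an estimated correlation), and NEFM, outside the list, had 164 to 210 counts per DKO library. Fibroblast and mural markers varied between libraries, from 16.9 to 6808 summed CPM over the knockout libraries, and had a median log2 fold change of 1.41 in DKO with 0 of 18 past the threshold (NES 1.51, adjusted p = 0.0892).

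**Figure D4:**
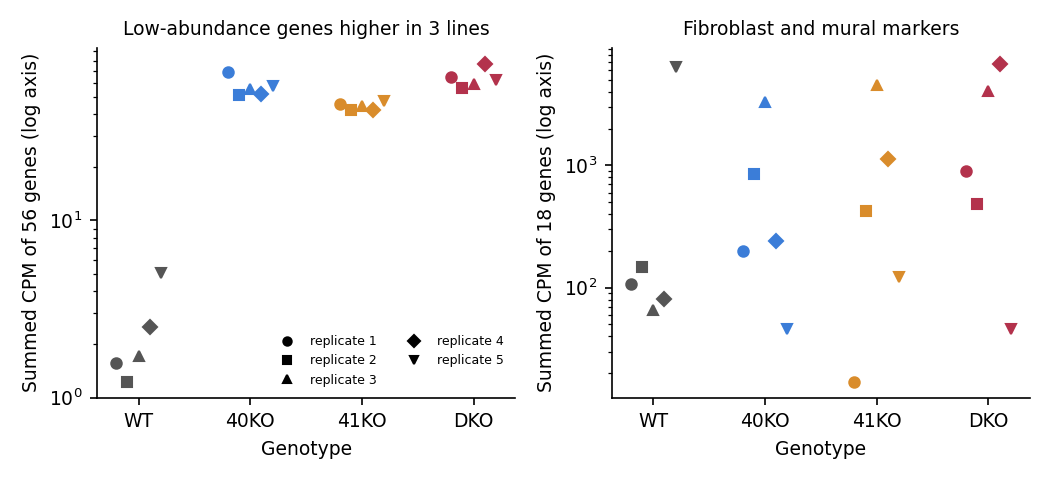
Summed CPM per library, on a log axis, of 56 of the 91 genes that rose by more than 1 in all 3 lines, those nearly absent from WT, and of 18 fibroblast and mural markers. The 56 genes summed to 1.23 to 5.05 CPM in WT and 42.2 to 76.8 in the knockout libraries.

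The comparison of DKO with 40KO asked what the loss of BHLHE41 adds to that of BHLHE40. CEBPZOS was higher by 4.96 (SE 0.16, adjusted p = 9.18e-11) on the log2 scale, ABCB1 by 3.78 (SE 0.64), HMGA2 by 3.72 (SE 0.50), BMP2 by 3.70 (SE 0.73) and RNASE1 by 2.59 (SE 0.23). CAT fell by 3.45 (SE 0.21), CCL22, a chemokine, fell by 3.33 (SE 0.52), RUNX2 fell by 3.09 (SE 0.57), CIITA fell by 1.69 (SE 0.30) and JUNB fell by 1.07 (SE 0.14). The lists of lysosome (NES 2.23, 9 of 68 higher and 1 lower), rising cluster 2 (NES 2.64, 71 of 303 higher and 12 lower), rising LAM (NES 1.85) and rising amyloid-associated genes (NES 1.58) lay higher, and cytosolic ribosomal proteins (NES -3.43, 66 of 77 lower) and class II antigen presentation (NES -2.08, 8 of 15 lower) lower, and 0 lists passed with an estimated correlation. In total 2329 genes passed, 1014 higher and 1315 lower. The count was 1550 without 40KO replicate 5, 1501 without DKO replicate 3, and 1182 without the 4 libraries highest in the fibroblast and mural score.

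The comparison of DKO with 41KO asked the converse. TRIM4 was higher by 3.81 (SE 0.23, adjusted p = 6.63e-07) on the log2 scale, MAP3K13 by 2.21 (SE 0.16), RNASE1 by 1.98 (SE 0.22) and SMYD3 by 0.73 (SE 0.10). CAT fell by 3.49 (SE 0.21), AMT, a glycine-cleaving enzyme, fell by 1.56 (SE 0.15), NAPSB fell by 1.37 (SE 0.18) and RGS1 fell by 0.48 (SE 0.10). Genes that rise in cluster 2 (NES 3.26), cluster 8 (NES 2.29) and amyloid-associated microglia (NES 2.03) and lysosomal genes (NES 2.21) lay higher, and ribosomal protein genes lower (NES -2.99), with 0 of the lysosomal and ribosomal protein genes past the threshold and 0 lists with an estimated correlation. The RT-qPCR list lay higher (NES 1.86, adjusted p = 0.00616, and 0.713 with an estimated correlation), with 0 of 11 genes past the threshold in edgeR. In total 98 genes passed, 49 higher and 49 lower. The count was 163 without WT replicate 4, 46 without 41KO replicate 2, 49 without DKO replicate 2, 46 without DKO replicate 3, 62 without DKO replicate 4, and 25 without the 4 libraries highest in the fibroblast and mural score.

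The interaction asked where DKO departs from the sum of both single knockouts on the log2 scale. CEBPZOS (4.50, SE 0.21, adjusted p = 1.1e-08), SYT11 (3.78, SE 0.33), MAP3K13 (3.61, SE 0.22) and UBLCP1 (2.05, SE 0.12) lay above the sum: CEBPZOS, SYT11 and UBLCP1 had fallen in 40KO, and MAP3K13 in both single knockouts. NEFM (-5.79, SE 0.59), NEFL (-3.85, SE 0.68) and MAPT (-2.97, SE 0.33), high to a like degree in all 3 lines, lay below it, as did CAT (-3.17, SE 0.27), low in DKO. Rising genes of cluster 2 (NES 2.48), cluster 8 (NES 2.33), amyloid-associated microglia (NES 2.36) and LAM (NES 1.78) lay above the sum, with at most 2 members of each past the threshold on that side, and neural markers below it (NES -1.89, 3 of 10 lower), and 0 lists passed with an estimated correlation. In total 147 genes passed, 41 above and 106 below. The count was 97 without 40KO replicate 3 and 74 without the 4 libraries highest in the fibroblast and mural score.

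Changes shared by 41KO and DKO against WT were the most extensive of the 3 pairs. Across genes, which are not independent replicates, their mean log2 CPM differences within differentiations correlated at r = 0.81. Simulated unchanged groups that shared a WT group gave 0.506 on average and at most 0.528. When each comparison used different differentiations, r was 0.333 on average, from -0.065 to 0.599. The simulations varied far less than these values, so an r above the simulated one does not by itself show shared changes. RNASE1, MRC1 and COLEC12 were among 522 genes higher in both (47.9 if independent), OLR1, PELI2 and IFIT2 were among 411 lower in both (48.5 if independent), and 1 gene moved in opposite directions, though the shared WT libraries mean that the comparisons are not independent. These 933 genes stood against 0 to 127 (mean 35) when each comparison used different differentiations and so fewer libraries. For 40KO and DKO, r was 0.577 (0.503 simulated, 0.125 on average with different differentiations, from -0.226 to 0.455), with 114 genes higher and 9 lower in both (0 to 23 together with different differentiations). For 40KO and 41KO, r was 0.603 (0.504 simulated, 0.061 on average with different differentiations, from -0.198 to 0.325), with 109 higher and 15 lower in both (0 to 16 together with different differentiations). Over the 12404 genes with a mean of at least 1 log2 CPM, r was 0.848 for 41KO and DKO, 0.486 for 40KO and DKO and 0.550 for 40KO and 41KO, against 0.504 simulated for each pair and 0.383, 0.019 and -0.0363 on average with different differentiations. In all 3 knockouts 107 genes were higher and 7 lower.

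**Figure D5:**
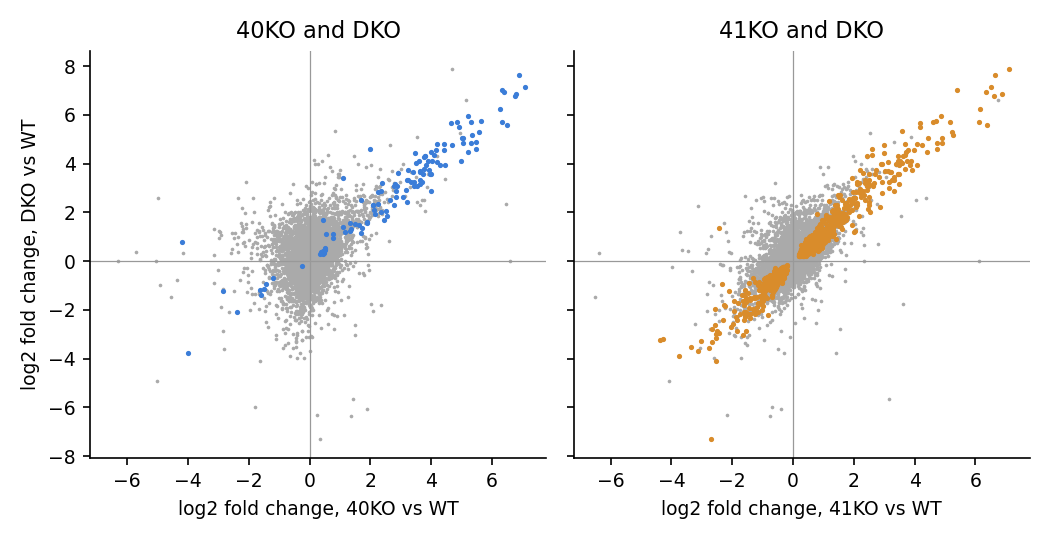
Log2 fold changes against WT of each gene in 40KO and 41KO on the horizontal axes and in DKO on the vertical axes, coloured where past the threshold in both. The correlation across genes, taken on mean log2 CPM differences within differentiations and not on the plotted values, was 0.577 for 40KO and 0.81 for 41KO.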

Values the study reported

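The study compared the ranked genes of each knockout line with those of lipid-associated macrophages and gave Spearman rank correlations of 0.13 for 40KO, 0.19 for 41KO and 0.30 for DKO. It set 517 LAM genes against the lines, and its rank-rank overlap of genes higher in both had P values of 1.90e-3, 2.28e-5 and 2.74e-9 in that order. For genes lower in both it gave 5.30e-3, 5.38e-9 and 1.40e-16. For enrichment tests in DKO it described positive scores for genes that rise in iMGL clusters 2 and 8, in amyloid-associated microglia, in foamy macrophages and in LAM, and the opposite direction for the xenograft lists. By RT-qPCR it described higher levels of cholesterol efflux and lysosomal genes, APOE and ABCA1 among them, in all knockout lines. Only a few of those comparisons reached significance.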

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

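The tests on the near-constant share of neuronal transcripts, on the correlation of fibroblast markers and on a deviation of the WT libraries were chosen only after the result was seen, and the bound on neuron transcripts was judged wrong after their levels were known.

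NEFM, NEFL and MAPT were high in every knockout line, so their change in DKO lay far below the sum of the single changes (interaction -5.79, -3.85 and -2.97 on the log2 scale). CEBPZOS (4.50), SYT11 (3.78), MAP3K13 (3.61), TRIM4 (2.09) and UBLCP1 (2.05) lay above the sum, and CAT (-3.17) below it. CEBPZOS and SYT11 were low in 40KO but not in DKO, which carries the same edit of BHLHE40, MAP3K13 was low in both single knockouts, TRIM4 was high in 40KO and low in 41KO, and CAT was low in DKO. With a single clone per genotype, these values cannot be assigned to the edited gene or to the clone.

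A single library stood apart from the other 4 of its genotype, by the ratio of its gap to the group's range, in 20 of 339 gene and score groups (5.90%), where chance alone gives about 1 in 20. In 40KO, replicate 1 was the library apart in 8 of them: NEFL (0.749), FYN (0.745), FCGRT (0.805), NDUFA13 (0.758), NDUFA1 (0.904), LYZ (0.711), BSG (0.756) and SPP1 (0.864), genes whose levels are not independent of each other. CSF1 was high in 40KO replicate 5 (0.760). In DKO, BHLHE40 and INA were high in replicate 4 (0.758 and 0.775), HLA-DMA low in replicate 3 (0.763), RPS14 high in replicate 5 (0.758) and AMT low in replicate 1 (0.766). In 41KO, IGF2BP2 was high in replicate 4 (0.783), S100A6 low in replicate 5 (0.740) and TREM2 low in replicate 2 (0.826). In WT, NEFL was high in replicate 5 (0.736), CTSK in replicate 4 (0.775) and the fibroblast and mural score in replicate 5 (0.871).

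The first pattern weighed was the set of 91 genes that rose by more than 1 on the log2 scale in all 3 knockout lines, neuronal ones such as NEFM, NEFL and MAPT and others such as RNASE1. A lower transcript level of REST, the repressor of neuronal genes, is argued against as the whole cause, since its log2 fold change was -0.08 in 40KO (adjusted p = 0.788), -0.21 in 41KO (0.0533) and -0.27 in DKO, where it passed (0.00742), with lower 95% bounds of -0.20, -0.33 and -0.40, all above -0.5. For neuron-like cells in the knockout cultures, 15% of abundant neuron transcripts (3 of 20) passed the threshold in the line with the fewest. That is under the share set in advance to exclude them, but the bound was judged wrong because it counted calls. In each line 18 of the 20 were higher (median log2 fold change 1.66 in 40KO, 1.17 in 41KO and 2.20 in DKO, where 9 passed). The 3 that passed in 40KO and in 41KO (GAP43, SLC17A6 and TAGLN3) are themselves among the 91 genes. Some of the 18 were barely higher, such as UCHL1 (0.03) and RTN1 (0.17) in 40KO, and THY1 is also a fibroblast and mural marker. The transcripts therefore neither exclude nor show such cells, which stay open. The summed CPM of the 56 genes nearly absent from WT had a coefficient of variation of 0.184 over the 15 knockout libraries, but genes chosen for passing in every line have a low spread by that choice, so the value decides nothing on neuronal RNA or reads at a near-constant share. The loss of the repressors, a trait of each clone and a neuronal source common to the knockout libraries stay open, and 53 of the 91 genes fell short of additive effects, looked at after the result was seen.

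The second pattern was that some libraries deviated together with libraries of another replicate number. WT replicate 5, 40KO replicate 3, 41KO replicate 3 and DKO replicate 4 had the highest fibroblast and mural scores (3.15, 2.76, 2.96 and 3.25), and the markers correlated at a median r of 0.840 over the 20 libraries (at most 0.135 for random lists), which is consistent with fibroblast or mural-like cells in some libraries. Whether the replicate numbers of the WT libraries are those of their differentiations stays open. The given numbers ranked 57 of 120 assignments with all genes (mean r -0.0005, best 0.272). They ranked 3 of 120 with 6519 genes that follow the score left out (mean r 0.177, best 0.214). There the best assignment exchanged WT replicates 4 and 5. The exchange raised WT replicate 4 from 0.101 to 0.476 and lowered WT replicate 5 from 0.227 to 0.0363. No biological explanation beyond these cells was tested.

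The third pattern was the lower level of cytosolic ribosomal protein genes in DKO, with 77 of 77 below 0 and a median log2 fold change of -0.379. Genes matched on length and expression had a median of -0.0077 (95% interval -0.098 to 0.0243, 72 genes), and genes matched on GC content and expression 0.0083 (-0.0537 to 0.0756, 178 genes), which argues against length and GC content as the cause. A deviation of the WT libraries is argued against as the whole cause by DKO against 40KO, without WT libraries. There the median difference over these genes was below 0 in 5 of 5 differentiations (mean -0.330, 95% interval -0.520 to -0.140). In 40KO against WT the median log2 fold change was -0.05 with 0 of 77 past the threshold, though 60 of 77 lay below 0 (NES -1.87). Its mean over differentiations had a 95% interval of -0.262 to 0.163, so a deviation of the WT libraries as part of the cause stays open. All 77 were below 0 in 41KO too (NES -3.05). A response to the loss of the repressors and traits of the clones stay open, and neither was tested.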

How the results depend on the processing

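The fits with the fibroblast score as a covariate, without the 4 libraries highest in it, and without WT replicates 4 and 5 were chosen only after the result was seen. The fit without the 4 libraries kept DKO replicate 3, with 4031 summed CPM of the markers. It left out 40KO replicate 3, with 3296.

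The counts in 40KO ranged from 86 to 223 without any 1 library or replicate, and were 84 with the stricter filter, 89 with a length offset, 239 with DESeq2 and 15 from the compared groups alone. In 41KO they ranged from 568 to 1335, and were 764 with no replicate block, 783 with no low-count filter, 697 with the length offset, 125 from the groups alone and 772 without the 4 libraries. The block changed no other count by more than 1.5 times. In DKO the range was 1647 to 3119, with 1302 from the groups alone. In DKO against 40KO it was 1209 to 2878, with 1182 without the 4 libraries. In DKO against 41KO it was 25 to 163, with 322 in DESeq2, 60 with the length offset, 152 from the groups alone, 25 without the 4 libraries and 181 without WT replicates 4 and 5. For the interaction it was 60 to 196, with 330 in DESeq2, 82 with the length offset and 74 without the 4 libraries. Fits of the compared groups alone gave fewer genes only where WT was compared, with 2363 in DKO against 40KO, and the cause was not tested.

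Lists followed under alternatives were the DLAM lists, LXR targets, lysosome and cholesterol synthesis, in 40KO, 41KO and DKO against WT only. Of their scores, 24 of 42 passed the threshold, 11 with the preset and 0 with the estimated correlation. The alternatives were no replicate block, limma, the stricter filter, the length offset, leaving out each replicate, and camera. The other alternatives and the list calls of the other comparisons were not followed. Over 462 such values, 319 kept their direction and side of the threshold, 58 lost and 28 gained a call, 36 moved and 21 reversed, all 21 on leaving out a replicate. Without each replicate in turn, the NES in 40KO ran from -2.11 to 1.72 for rising LAM genes, -1.91 to 1.61 for falling amyloid-associated genes, -3.06 to 1.63 for rising amyloid-associated genes, -2.27 to 0.54 for cholesterol synthesis, -2.75 to 1.17 and -2.10 to 2.84 for falling and rising cluster 2 genes, -2.30 to 1.85 and -2.84 to 2.23 for falling and rising cluster 8 genes, -1.86 to 2.74 for lysosome and -2.60 to 1.64 for rising xenograft DAM genes. In 41KO it ran from -1.24 to 1.67 for rising LAM genes, -1.73 to 1.28 and -2.16 to 1.34 for falling and rising amyloid-associated genes, -1.92 to 1.94 for falling cluster 2 genes, and -1.44 to 2.11 and -2.40 to 1.27 for falling and rising cluster 8 genes. In DKO it ran from -1.31 to 1.76 for rising amyloid-associated and -1.47 to 2.02 for rising cluster 8 genes. The cause was not tested.

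Without overlapping differentiations, correlations of shared changes averaged 0.061 for 40KO and 41KO, 0.125 for 40KO and DKO and 0.333 for 41KO and DKO. The ranges of these pairs overlapped. Such splits leave each comparison with fewer libraries and take away the shared WT libraries. Of 6790 values of named genes under the alternatives, 6343 kept direction and side, 359 lost and 12 gained a call, 76 moved and 0 reversed. Many of these genes were named for a large change with the same sign in all 5 differentiations, which by itself makes reversals rare. Among all genes past the threshold in DKO against 40KO, 5 had the opposite sign with the length offset.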

Other observations

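Among lists not described above, several held members that moved in DKO without a shift of the whole list. Of the Alzheimer's disease risk genes, 5 of 41 were higher and 8 lower in DKO against WT (NES -1.29, adjusted p = 0.175). Core DAM genes had 4 of 36 higher and 5 lower (NES -1.04, median log2 fold change 0.01), homeostatic microglia genes 8 of 30 higher and 7 lower (NES -1.09, median 0.04), and lipid droplet genes 4 of 25 higher and 3 lower (NES -0.962, median 0.07), each with a median on the other side of 0 from the test. Glycolysis and hypoxia genes had 6 of 37 higher and 6 lower (NES 1.02), with BNIP3, a hypoxia-induced mitophagy receptor, up by 1.75 (SE 0.14). MiT/TFE and LXR factors had 2 of 15 higher and 3 lower (NES -1.08), circadian clock genes 3 of 20 higher and 1 lower (NES 0.922), cell cycle genes 1 of 40 higher and 3 lower (NES -1.46), and mitochondrially encoded genes 1 of 13 lower (NES -1.49).

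Among markers of other cells in DKO, monocyte markers had 5 of 14 higher and 2 lower (NES 1.56, adjusted p = 0.0773), with LYZ up by 0.94 (SE 0.12) and FCN1 by 2.36 (SE 0.44). Osteoclast markers had 2 of 10 higher and 3 lower (NES -0.914, median 0.12), dendritic markers 2 of 14 lower (NES -1.07), hematopoietic progenitor markers 1 of 8 lower (NES -0.934), erythroid and megakaryocyte markers 3 of 8 lower (NES -1.46), endothelial markers 2 of 7 higher and 2 lower (NES -0.861, median 0.73) and pluripotent markers 1 of 8 higher and 1 lower (NES 0.697, mean -0.30). Of the granulocyte and mast cell markers, 4 were measured, too few to test, with 1 higher and 1 lower.

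Genes that rise in cluster 8 had an NES of -1.05 in DKO and did not pass, and an NES of 2.02 without replicate 4. The sign with all libraries is opposite to the direction quoted from the study above, and the fitted model was another. The sign of APOE in DKO, which did not pass, was also opposite to the RT-qPCR direction quoted above.

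Other groupings of the libraries, 100 splits with the real one included, gave as many genes in 1 split, the real one, for each of the 6 comparisons. The highest other split gave 2 genes against 142 in 40KO, 23 against 1190 in 41KO, 471 against 2712 in DKO, 1 against 2329 in DKO against 40KO, 1 against 98 in DKO against 41KO, and 63 against 147 for the interaction. The split with 471 exchanged WT replicate 5 and DKO replicate 5. For the 5 comparisons of genotypes, 13 splits with the real one included parted all 5 pairs of a differentiation, and the others of these gave at most 0, 13, 471, 0 and 1 genes, too few splits to bring the share under 5%. For the interaction all 100 splits kept the pairing but exchanged all genotypes, so they bear on whether genotypes differ and not on the departure from the sum.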
